A study of Drosophila melanogaster with 54 samples. Its data were reported in "Chromatin accessibility plays a key role in selective targeting of Hox proteins" (2019).

How the data were processed

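Kc167 cells were transiently transfected with constructs for GFP fusion proteins under a copper-inducible metallothionein promoter, induced with 1 mM copper sulphate for 4 h, fixed with 1% formaldehyde for 10 min and sorted for a common range of GFP fluorescence. Chromatin was immunoprecipitated with an antibody against GFP. The 54 samples comprise 36 ChIP libraries, 2 for each of 18 groups, and 18 input libraries.

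According to the study's methods and the submitters' processing notes, the authors aligned reads to dm6 with Bowtie 1.2.2, keeping reads with 1 match, and called peaks with MACS2 2.1.1.20160309 in each replicate against the input at q 0.01 and q 1e-10. They removed regions over exons present on the plasmids and kept, as bound regions, the union of overlapping regions found in both replicates. The deposited lists give the arm, start, end and group of each region. The score column is 0 throughout, so regions could not be ranked by height and these lists do not allow replicates to be compared. Because a region had to be found in both replicates, the weaker of the 2 libraries limits each list, and the number of regions can depend on depth and enrichment, which the lists do not show. Exd+Hth regions at q 1e-10 were not used here.

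Arm names and lengths of the reference used here (Release 6, the sequence of dm6) were compared with the lists, and no region ended beyond its arm. Gene models were those of Ensembl release 115 for BDGP6.54, with 23973 genes on the 6 arms, 13945 of them protein-coding. All 129 list entries were matched by symbol, 3 of them through a synonym.

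Groups came from the sample labels. The q 0.01 lists were the main data and regions were called shared when they overlapped by at least 1 bp. Unique regions of a Hox protein overlapped no region of the other 7 in the same condition. Gained, common and lost regions were defined by overlap between the lists of 1 protein with and without Hth. Sequence matches were sought on both strands in 200 bp centre windows, and the flanking windows, centred 1000 bp to either side, were left out where they overlapped any bound region. Start sites were those of all annotated transcripts. Gene lists were tested on protein-coding genes against 10000 random lists matched on gene length decile, two-sided, with Benjamini-Hochberg adjustment over 180 tests. Chance overlap came from 100 random placements within arms.

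Differences over the 8 proteins were tested by exact sign-flip permutation (256 sign patterns), central against other proteins by the 56 splits, and pairings and correlations by all 40320 orders. A p below 0.05 was called. The proteins are not independent replicates of one condition, and the p-values describe how uniform a difference was over these 8 proteins. Genes and regions were named by a rule set in advance: the 4 members of each list bound in most Hox sets, all Hox and metallothionein genes, and, since no score was given, the 2 longest gained and 2 longest unique regions of each protein, with the gene holding the centre or the protein-coding gene with the nearest start site. Some items that this rule names are not reported here.

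Alternatives set in advance were the q 1e-10 lists, an overlap of at least 50% of the smaller region, equal numbers of regions (mean of 100 random draws), leaving out each protein, 6-base motif cores, whole regions in place of windows, 1000 bp from a start site, gene bodies alone or 5 kb, and leaving out regions over the expressed genes and MtnA. Chosen after seeing the data were centre windows for overlaps, leaving out Dfd altogether, a stricter definition of gained and start sites of protein-coding genes. The functions were tested on simulated data. All 34 planted overlap and motif values were recovered, and of 200 simulated lists 2.5% were called without and 100% with 12 of 15 genes bound. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib were used. Chromatin accessibility was not analysed here.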

Results

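Binding of the 8 Drosophila Hox proteins was measured by ChIP-seq in Kc167 cells, a cell line of embryonic origin with haemocyte-like features. Each Hox protein, fused to GFP, was expressed either alone or together with Homothorax (Hth), the cofactor that brings Extradenticle (Exd) into the nucleus. Hth alone and Exd with Hth were profiled in the same way, which gave 18 ChIP groups of 2 libraries and 1 input library for each group, 54 samples in all. The study lists the same input read numbers for Abd-A and Abd-B, and again for both with Hth, so these groups may share an input. It lists Ubx, Abd-A and Abd-B, with and without Hth, on a different sequencing platform from the other groups. The lists used here hold 1 set of bound regions per group that combines both replicates, so there is no replicate error on any value and the 8 proteins are the units of the tests. The lists carry no read counts, heights or scores. Sequencing depth is not given by them and entered no test here, and the 95% Wilson intervals given for shares cover the counting of regions only. Coordinates are on dm6, counted from 1.

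The number of bound regions differed widely between the Hox proteins. At a threshold of q 0.01, Abd-B, the most posterior Hox protein, had 9776 regions and Dfd, a head protein, had 8448, whereas Antp had 3507, Ubx 3725 and Lab 3829. The Hth set held 5367 regions and the Exd+Hth set 10404. Median region widths ran from 392 bp in Ubx to 723.5 bp in Scr+Hth. Merging the 8 sets without Hth gave 12340 regions, of which 1297 (10.5%) were bound by all 8 proteins and 3821 (31.0%) by 1 protein.

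Several loci were bound by every Hox protein. All 8 sets had a region within 1 kb of srp (3R 15986152 to 16004085), the GATA factor of the haemocyte lineage, and of Pvr (2L 8220980 to 8239878), a receptor tyrosine kinase of haemocytes. The same held for the ecdysone receptor gene EcR (2R 6087873 to 6169087), the ecdysone response genes Eip74EF and Eip75B, the receptor gene N (X 3134870 to 3172221) and E(spl)m3-HLH, a Notch target. At these 7 genes all 8 proteins also had regions in the stricter lists, at q 1e-10, and with Hth at both thresholds. Among the Hox genes, Ubx (3R 16656623 to 16734426), Dfd (3R 6791836 to 6802428) and Abd-B (3R 16927212 to 16972236) had regions of all 8 proteins, Antp and Scr of 7, and pb of 5. In the stricter lists Ubx kept 8 proteins, Dfd had 7, Abd-B 6, Antp 3, Scr 1 and pb 0. No Hox protein had a region at lab or abd-A without Hth. With Hth, abd-A had regions of Ubx and Abd-B and lab still had none, although 6 proteins without Hth had a region within 5 kb of lab. Regions over exons carried on the expression plasmids had been removed from the lists by the authors, which limits what can be read at these genes. Of the cofactor genes, hth (3R 10507561 to 10639568) had regions of all 8 proteins and exd of 3. In the same list stood vis with 4 and achi with 3, which the study does not name as cofactors. In the stricter lists hth had 7, vis 2, achi 1 and exd 0.

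The first comparison asked whether Hth raised the number of regions a Hox protein bound. Dfd went from 8448 to 12050 regions, Ubx from 3725 to 5656, Lab from 3829 to 4822 and Abd-A from 5467 to 6506. Pb had 5588 regions without and 5692 with Hth. Scr went from 7338 to 6598, Antp from 3507 to 2880 and Abd-B from 9776 to 9027. The mean log2 ratio was 0.15 ± 0.33 (SD over proteins, n = 8), above 0 in 5 of 8 proteins, and this was not distinguishable from no change (exact sign-flip permutation test, two-sided, p = 0.25, smallest possible p 0.00781, adjusted p 0.281 over the 9 tests between proteins by Benjamini-Hochberg). In the stricter lists the mean log2 ratio was 0.37 with p = 0.0547 in the same exact permutation test. There Antp went from 837 to 1041 regions, while Scr and Abd-B kept the lower number with Hth. Numbers did not always follow covered length. At q 0.01 this rose with Hth in Scr (5640 to 6280 kb) and Antp (1942 to 2179 kb) and fell in Abd-B (7229 to 6807 kb). By differential binding the study found cofactor-enhanced regions for every Hox protein, although its peak counts did not always rise.

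Selectivity was measured as the share of a protein's regions that overlapped no region of the other 7 Hox proteins, termed unique regions. Without Hth, Abd-B had 2022 unique regions (20.7%, interval 19.9 to 21.5) and Pb 641 (11.5%, 10.7 to 12.3), followed by Dfd with 618 (7.32%) and Lab with 189 (4.94%). Antp had 10 unique regions (0.285%, 0.155 to 0.524), Ubx 31 (0.832%) and Abd-A 57 (1.04%). The longest unique regions of Abd-B lay in introns of cv-c (3R 14442263 to 14444198) and of the ion channel gene Trpm (2R 15303016 to 15304902). These regions are unique among the sets without Hth, and some were bound by other proteins with Hth, as the Trpm region was by Dfd. Those of Pb lay in an intron of C15 (3R 21510484 to 21511762), a homeobox gene, and in the 5' UTR of santa-maria (2L 7449052 to 7450283). For Lab they lay in introns of HGTX (3L 14595050 to 14595968) and CG32532 (X 19536699 to 19537508), and for Dfd in introns of Msp300 (2L 5114152 to 5115353) and CrebA (3L 15548566 to 15549621). The Abd-A regions lay in introns of luna (2R 11089845 to 11090958) and ttk (3R 31718832 to 31719788), which encodes a transcriptional repressor. Scr was represented by an intron of CG31635 (2L 6641125 to 6642052) and the 5' UTR of CG31038 (3R 29894886 to 29895768). One of the longest unique Ubx regions fell in an intron of Eip74EF (3L 17596981 to 17597328), and the other was intergenic (X 6404769 to 6405128). One of the Antp regions, 472 bp long, lay in a coding exon of CG3281 (3R 11961056 to 11961527). The Ubx and Abd-A regions named here and those at CG3281, CrebA and CG31038 were not in the stricter list of the same protein. The other unique regions named here were.

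**Figure D1:**
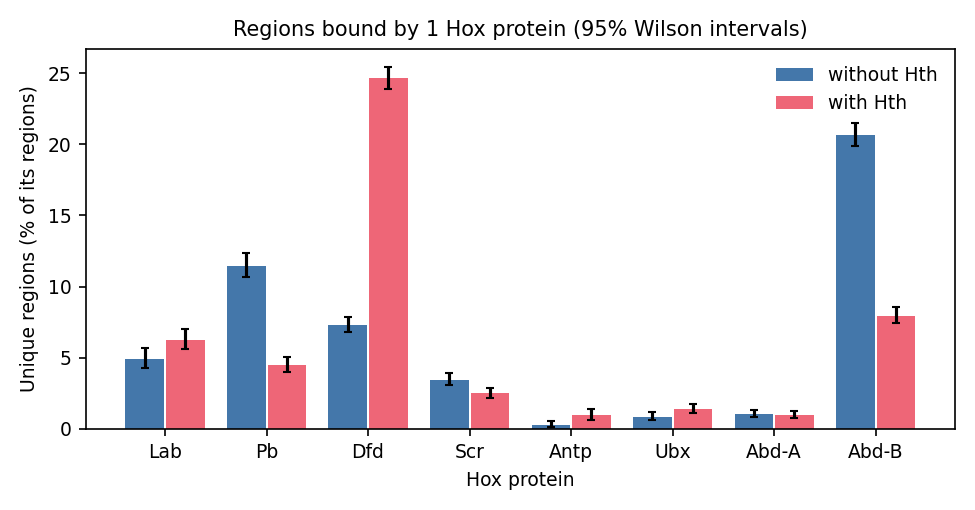
Share of each Hox protein's regions that overlap no region of the other Hox proteins (y axis, percent), for the 8 proteins in order along the body axis (x axis), without Hth (blue) and with Hth (red); error bars are 95% Wilson intervals. Dfd stands at 7.32% without and 24.7% with Hth, and Abd-B at 20.7% and 7.96%.

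Antp, Ubx and Abd-A act in the trunk and are set apart in the study as central proteins. The study drew this distinction on the same samples, so the comparison is not independent evidence of its direction. Their mean unique share was 0.72% ± 0.391 (SD, n = 3) against 9.57% ± 6.91 (SD, n = 5) for the other proteins, a difference of -8.85 percentage points. This did not pass the threshold over the 56 ways of choosing 3 of 8 proteins (exact permutation test, two-sided, p = 0.0714, smallest possible 0.0179, adjusted 0.0918). With equal numbers of regions drawn from each set the difference was -14.2 points and passed it (exact permutation test, p = 0.0357). Fewer regions raise every unique share, and the ratio of the other to the central proteins went from 13.3 to 3.96.

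The unique share with Hth was compared with that without it. In Dfd it went from 7.32% to 24.7% (23.9 to 25.4), or 2972 regions, and in Abd-B from 20.7% to 7.96% (7.42 to 8.54). Pb went from 11.5% to 4.5% (3.99 to 5.07). Antp went from 0.285% to 0.938% and Ubx from 0.832% to 1.4%, and Abd-A had 0.984% with Hth. The mean change over the proteins was -0.103 percentage points ± 8.57 (SD, n = 8; exact sign-flip permutation test, two-sided, p = 0.961, adjusted 0.961). The sign of this mean turned under several other settings, so it has no stable direction. With equal numbers of regions the change was 17.9 points in Dfd, 5.19 in Ubx, 4.79 in Lab, 2.97 in Antp, 0.886 in Abd-A, -1.40 in Scr, -7.10 in Abd-B and -0.0167 in Pb, where the lower share with Hth was thus not kept. In the stricter lists it was 26.3 points in Dfd, -18.3 in Abd-B and -11.9 in Pb. A unique share also depends on the other lists, of which Dfd+Hth was the longest. With Dfd left out of the proteins compared with, chosen after seeing the data, the change was -6.44 points in Abd-B, 0.36 in Pb, 1.05 in Scr and 0.279 in Abd-A, so that of these only Abd-B kept a lower share with Hth. By the study's account the Dfd+Hth libraries had more mapped reads than the Dfd libraries, and 1 library each of Pb+Hth and Abd-B+Hth had fewer than those of Pb and Abd-B.

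The next comparison asked whether a protein kept its own profile when Hth was present. Overlap was expressed as the Jaccard index, the shared base pairs divided by all base pairs covered by either set. It was 0.763 between Abd-B and Abd-B+Hth, 0.714 for Scr, 0.692 for Abd-A, 0.675 for Pb, 0.538 for Dfd, 0.521 for Ubx, 0.501 for Lab and 0.387 for Antp. The mean of the same-protein pairs was 0.599 ± 0.13 (SD, n = 8) and that of the 56 other pairs 0.341. No other pairing of the sets gave a mean as high (exact permutation test over 40320 pairings, one-sided, p = 2.48e-05, the smallest possible, adjusted 0.000223). The study reported such grouping on the same samples, so the test is not independent evidence of its direction. Both groups of each protein are listed on the same sequencing platform, so the test cannot separate the protein from other features its groups share. For 6 of the 8 proteins the set most similar to the one without Hth was its own. The exceptions were Dfd, which was closest to Scr+Hth at 0.584, and Antp, which was closest to Ubx+Hth at 0.496. The mean was 0.237 with equal numbers of regions and 0.353 with 200 bp centre windows, a setting chosen after seeing the data, with the same exact permutation p.

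Regions found with Hth that overlapped no region of the same protein without it were termed gained. Dfd gained 4890 regions and lost 93, and Ubx gained 2246. Antp gained 1051 and lost 1550, and Abd-B gained 762 and lost 1537. The longest gained regions of Ubx lay in introns of PRAS40 (2R 14492326 to 14493952) and of the clock gene cwo (3R 10393395 to 10394999), and the centre of the latter held an Exd-Hox site. Those of Antp lay in an intergenic stretch of 3L (10373013 to 10375623), again with an Exd-Hox site, and in an intron of the netrin receptor gene unc-5 (2R 15352595 to 15354908). For Abd-A they lay in introns of egr (2R 10080199 to 10081731), which encodes a TNF-family ligand, and pxb (3R 15666345 to 15667741). The Abd-B regions overlapped ppk (2L 14377192 to 14378627) and in an intron of Tet (3L 2813931 to 2815202). Lab gained a region over lncRNA:CR44854 (2L 14556387 to 14559623) and one in an intron of CG6006 (3R 16155868 to 16157663). Pb gained regions in introns of Sulf1 (3R 16332245 to 16334095) and scaf (2R 5681134 to 5682658), and Scr in introns of drn (3R 9347381 to 9349564) and red (3R 14294350 to 14296208). The Dfd regions lay in an intron of CG10939 (2R 17396172 to 17398890) and between genes on 2L (14565155 to 14567725). Of these 16 regions all were also in the stricter list of the same group. Only the cwo region and the intergenic 3L region held an Exd-Hox site in the centre. Gained refers to the same protein alone. The PRAS40, cwo and unc-5 regions were also bound without Hth by every other Hox protein, and by Hth alone. By contrast, the regions over lncRNA:CR44854 and ppk, in Tet and between genes on 2L were in no Hox list without Hth.

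Gained regions overlapped regions of Hth alone less often than regions common to both conditions did, in 8 of 8 proteins. In Dfd 9.65% of gained (8.86 to 10.5) and 48.6% of common regions overlapped an Hth region. In Ubx the shares were 54.1% and 73.7%, in Antp 42.0% and 84.8%, and in Abd-B 17.8% and 48.6%. The mean difference was -31.3 percentage points ± 9.09 (SD, n = 8; exact sign-flip permutation test, two-sided, p = 0.00781, the smallest possible, adjusted 0.0141). For Exd+Hth regions the shares were 33.7% of gained and 76.7% of common regions in Dfd, 62.6% and 78.3% in Lab, and 88.6% and 91.2% in Ubx. The mean difference was -17.0 points ± 12 (SD, n = 8; exact sign-flip permutation test, p = 0.00781, adjusted 0.0141). When gained regions were placed at random within their chromosome arm, 4.19% of the Dfd regions overlapped an Hth region and 10.9% an Exd+Hth region on average. For overlap with Hth the chance mean was 3.82% in Ubx and 4.47% in Antp, far below their observed 54.1% and 42.0%. No random placement reached the observed share of gained regions in any protein. Gained regions were narrower than common ones, with a median of 470 against 924.5 bp in Dfd. With 200 bp centre windows, chosen after seeing the data, the differences were -19.6 points for Hth and -9.83 for Exd+Hth, and all 8 proteins were compared with the same Hth and Exd+Hth sets. In every protein, gained regions were also found less often than common ones in the lists of other Hox proteins without Hth. The shares were 46.5% of gained and 93.4% of common regions in Dfd, 40.6% and 85.4% in Abd-B, and 92.6% and 99.5% in Ubx. The lower overlap is therefore not particular to Hth or Exd.

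The sequence TGATTDAT, in which D is A, G or T, is bound by Exd-Hox dimers and was searched on both strands in the central 200 bp. The study based this pattern on in vitro Exd-Hox sites and on motifs it found in cofactor-enhanced regions of these same samples. The comparison is therefore not independent evidence of its direction. It was found in 27.2% of gained (24.6 to 30.0) and 6.94% of common regions of Antp, and in 27.0% and 9.42% of those of Lab. In Abd-B the shares were 19.3% and 5.17%, in Dfd 12.7% and 5.95%, and in Ubx 8.99% and 4.11%. The share was higher in gained regions in 8 of 8 proteins, by 11.7 percentage points ± 5.89 (SD, n = 8; exact sign-flip permutation test, two-sided, p = 0.00781, adjusted 0.0141). The difference was 7.88 points when whole regions were searched, an alternative set in advance (exact sign-flip permutation p = 0.0156). That p is above the smallest possible, so not every protein went the same way there. The difference was 24.6 points when gained and common regions were taken from the stricter list with Hth, a definition chosen after seeing the data. Lost regions held the sequence in 1.04% (Abd-A) to 4.29% (Lab) of windows. The base at the variable position differed between proteins. Relative to flanking windows TGATTGAT was 7.61 times as frequent in Lab+Hth regions and 4.52 times in Antp+Hth regions, against 1.4 times in Ubx+Hth. TGATTTAT was 3.58 times as frequent in Antp+Hth and 2.16 times in Ubx+Hth. In the Antp+Hth centre windows TGATTTAT was the more common, at 7.64% against 3.82% for TGATTGAT. The flanking share of TGATTGAT in Antp+Hth was only 0.844%, so its ratio rests on few flanking windows. These ratios carry no test of the difference between proteins.

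**Figure D2:**
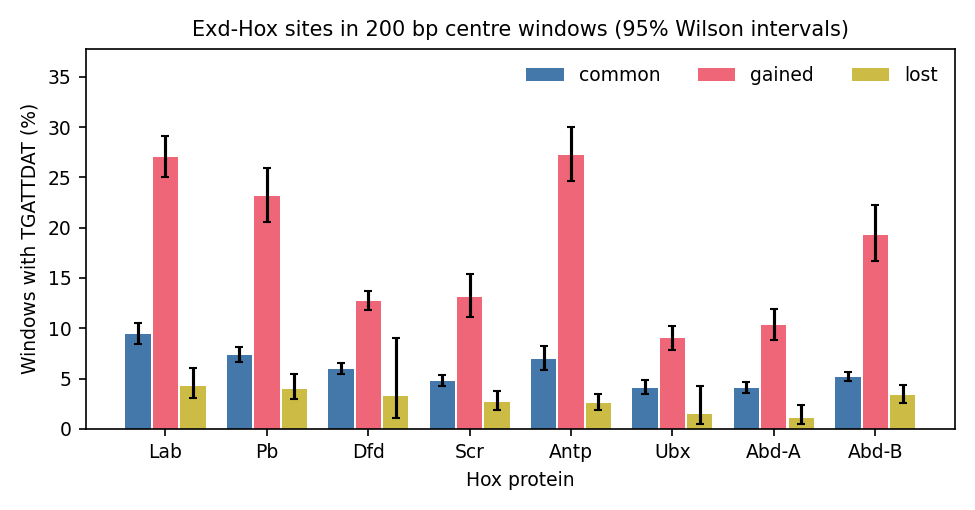
Share of 200 bp centre windows with TGATTDAT on either strand (y axis, percent) in regions common to both conditions (blue), gained with Hth (red) and lost with Hth (yellow), for each Hox protein (x axis); error bars are 95% Wilson intervals. Gained regions lie above common ones in all 8 proteins, as in Antp with 27.2% and 6.94%.

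The preference for 2 Hox core sequences was compared along the body axis in the sets without Hth. The study reported a shift in this preference along the axis on the same samples. The comparison is thus no independent evidence of its direction. TTAATKA, called HoxA here, was enriched over flanking windows 2.57-fold in Pb, 2.43-fold in Lab and 2.18-fold in Dfd, but 0.963-fold in Ubx and 1.01-fold in Abd-A. In Abd-B HoxA was enriched 1.31-fold. TTTATKR, called HoxB, was enriched 1.5-fold in Abd-B and 1.05-fold in Lab, and from 1.09-fold (Ubx) to 1.13-fold (Antp) in the proteins between them. From Lab to Abd-A the change in the ratio of HoxB to HoxA thus came mainly from HoxA. In Ubx and Abd-A both enrichments were near 1, so a ratio that favours HoxB there does not show strong enrichment of HoxB. The log2 ratio of HoxB to HoxA enrichment rose from -1.21 in Lab and -1.20 in Pb through -0.97 in Dfd, -0.37 in Scr and -0.10 in Antp to 0.18 in Ubx, 0.15 in Abd-A and 0.19 in Abd-B. It followed the order of the proteins, with a Spearman rank correlation of 0.976 (exact permutation test, two-sided, p = 0.000397, n = 8) and Pearson's r 0.952 (exact permutation p = 0.000248, n = 8). Without Lab and Abd-B, r was 0.961 and the rank correlation 0.943 (exact permutation p = 0.00556 and 0.0167, n = 6). After adjustment the exact permutation p of the rank correlation was 0.00179. The proteins with a log2 ratio above 0, Ubx, Abd-A and Abd-B, are those the study lists on a different sequencing platform, and platform was not tested. The Hth core TGACAG was 3.13 times as frequent in the Hth regions as in their flanks.

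**Figure D3:**
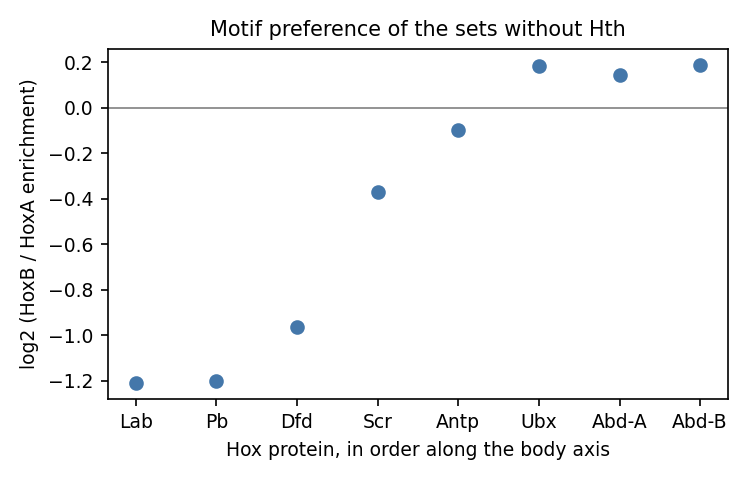
log2 ratio of HoxB to HoxA enrichment over flanking windows (y axis) for the 8 Hox sets without Hth in order along the body axis (x axis), 1 point per protein; the grey line marks equal enrichment. The points rise from -1.21 in Lab to 0.19 in Abd-B.

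Unique regions were compared with regions shared with at least 5 other Hox proteins for their distance to transcription start sites. Among unique regions of Pb 9.67% (7.62 to 12.2) had their centre within 500 bp of a start site, against 50% of its shared regions. For Lab the shares were 12.2% and 44.0%, for Scr 23.7% and 50.6%, and for Abd-B 45.4% and 50.4%. The mean difference was -20.1 percentage points ± 16.2 (SD, n = 8; exact sign-flip permutation test, two-sided, p = 0.0234, adjusted 0.0352), with Antp, which had 10 unique regions, going the other way. In the stricter lists the mean difference turned to 12.5 points (exact permutation p = 0.281), and to 4.12 points without Antp, which had 1 unique region there (exact permutation p = 0.562, chosen after seeing the data). There Pb, Lab and Scr kept the lower share among unique regions, at 10.0%, 5.56% and 29.1%. Abd-B had 53.6% among unique and 32.6% among shared regions. Dfd (39.0% and 34.3%), Ubx (61.5% and 36.9%) and Abd-A (60.7% and 34.7%) went the same way as Abd-B, with 13 unique regions in Ubx and 28 in Abd-A. The comparison over all proteins therefore depends on the threshold.

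Gene lists fixed before the data were examined were compared with random lists of the same gene lengths. Ribosomal protein genes had a region within 1 kb more often than random lists in 5 of 18 sets: 21 of 23 genes in Dfd+Hth against 11.5 expected, 19 in Abd-B against 10.2, 19 in Abd-B+Hth, 18 in Exd+Hth and 13 in Hth. RpS4 and RpS9 were bound by all 8 proteins without Hth, and RpL3 and RpL8 by 7. These counts depended on the setting. In the stricter lists RpS9 kept 8, RpS4 had 4, RpL8 3 and RpL3 1, and with gene bodies alone RpS9 had 1 and RpL8 0. Ecdysone response genes passed in Lab and Ubx, with 12 of 13 genes each against 5.61 and 5.75 expected. The same number was bound in Pb, Dfd, Scr, Abd-A, Hth and Exd+Hth, and with Hth in Pb, Scr, Ubx, Abd-A and Abd-B. All 13 were bound in Abd-B and Dfd+Hth. More was expected by chance in each of these sets, and a difference between sets was not tested. In the stricter lists the ecdysone genes passed in 10 sets and the ribosomal protein genes in 2. Neuronal genes were bound less often than random lists in Abd-A, with 1 of 12 genes against 6.94 expected, and in Scr, with 2 against 7.9. Of these genes elav, a pan-neuronal RNA-binding protein gene, was bound by all 8 proteins, Syt1 and para by 3 and Gad1 by 2. In the stricter lists elav had 4, Syt1 1, and para and Gad1 0, whereas within 5 kb Syt1 had 8 and Gad1 7. The adjusted permutation p of these 9 calls lay between 0.018 and 0.024 over 180 tests. When regions up to 5 kb from a gene were counted, 0 calls remained.

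In the 18 sets no call was made for Hox genes, cofactors with vis and achi, Hox targets, segmentation, haemocyte, Notch or metallothionein genes. Their lowest adjusted permutation p values were, in that order, 0.443, 0.238, 0.154, 0.213, 0.21, 0.0788 and 0.177. With gene bodies alone the metallothionein genes passed in 2 sets, and without regions over the expressed genes and MtnA the Notch genes passed in 1 set, both above random lists. The Notch call may come from the adjustment over all lists, since the Hox genes were called there by construction. Of the Hox targets, ct, kn and salm were among those bound by all 8 proteins without Hth, and had 7, 6 and 5 proteins in the stricter lists. Among segmentation genes cad, h and opa were bound by 8 proteins and en by 7, but in the stricter lists h by 8, cad by 7, opa by 3 and en by 1. Col4a1 and Hml, which haemocytes express, were bound by 8, as were E(spl)m8-HLH and E(spl)mbeta-HLH. In the stricter lists E(spl)m8-HLH had 4 proteins and the others 7 each. The metallothionein genes were listed because the expression vector carries a metallothionein promoter. MtnA (3R 9783407 to 9784370) had regions of Scr and Abd-B without Hth and of Dfd, Abd-A and Abd-B with it. MtnD and MtnE, which are neighbours on 3R, had regions of 5 proteins (2 in the stricter lists), and MtnB, MtnC and MtnF of none without Hth. With Hth, MtnC had a region of Dfd.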

Values the study reported

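The study reported from 846 binding regions for Antp to 5685 for Abd-B at q 1e-10. At the same threshold it gave an increase for Dfd from 4782 to 8958 regions when the cofactors were present.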

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

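The tests of the Dfd pattern below were chosen after the pattern was seen, apart from equal numbers of regions, which had been planned, and what each would show was written down before its own result. Of 15 measures looked at over the proteins, 2 stood out, both for Dfd, and chance gives about 1 in 20. Both rest on the same Dfd+Hth share, so they are not 2 separate hits. With Hth, 24.7% of Dfd regions were unique, far above the next protein, and the change on adding Hth, 17.3 percentage points, was far above that of the other proteins.

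More regions were called for Dfd+Hth than for any other Hox set, so the number of regions was equalised. The change in Dfd was then 17.9 points against at most 5.19 in another protein, which argues against the number of regions as such, although random draws keep any surplus of weak regions. Region width is argued against in the same way, since with 200 bp centre windows the change was 20.7 points against at most 4.65. The share of strict Dfd regions in no q 0.01 list of another protein rose by 11.7 points, against at most 1.39 elsewhere. Binding of other proteins that reached q 0.01 but not the stricter threshold thus does not account for all of the rise in strict regions. Binding of other proteins just under q 0.01 is in no list. It could not be tested as a cause of the rise at q 0.01 and stays open. A more efficient immunoprecipitation or greater depth in the Dfd+Hth libraries could give the same pattern and stays open, untested, beside an effect of Hth on Dfd, and by the study's account these libraries did have more mapped reads than the Dfd libraries.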

How the results depend on the processing

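No paired analysis was possible because the lists combine the replicates of each group, so libraries could not be paired by replicate number or left out in turn, while the tests over proteins did pair each protein with and without Hth. The lists give no depth and read numbers entered no test here, so absence from a list is not absence of binding. The overlaps with Hth and Exd, the Exd-Hox site share, the similarity of a protein's own sets and the motif order kept their direction and their side of the threshold under every alternative run for them. Exd overlap has no value at q 1e-10. Where values moved, the cause was not tested unless stated.

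The promoter difference turned to 12.5 points in the q 1e-10 lists, and to 4.12 there without Antp and its 1 unique region. The mean change of the unique share, -0.103 points, turned to 2.90 with equal numbers of regions and ranged from -2.6 to 1.7 when proteins were left out in turn. Chosen after seeing the data, as was that value without Antp, centre windows gave 1.73 and leaving out Dfd altogether 0.577. Centre windows also turned the Scr change to 0.195 and the Abd-A change, -0.0589, to 1.79, and equal numbers turned the latter to 0.886. The central proteins' difference passed the threshold only with equal numbers (-14.2 points). List calls numbered 9, against 15 in the q 1e-10 lists, which kept 4 of 8, 13 with gene bodies alone, which kept 7 of 9, 0 within 5 kb, and 31 without regions over the expressed genes and MtnA, where 12 were for the Hox genes, which lose their regions by construction. Ecdysone genes passed in 10 of the q 1e-10 sets and in 8 sets without those regions, against 2, and ribosomal protein genes in 2 and 5, against 5. The adjustment runs over all lists together, so the calls made by construction can let other lists pass. The higher ecdysone count without those regions is therefore not read as a change at these genes.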

Other observations

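The test of Dfd gained regions was written after its result was seen, and the other tests here after their patterns but before their results. Chromosome 4, which is small and largely heterochromatic, held few regions in every set. Relative to the genome mean, the density of regions on it was 0.144 in Lab+Hth, 0.259 in Lab, 0.467 in Abd-B and 0.697 in Exd+Hth, the highest of the 18 sets. Over all 16 Hox and Hox+Hth sets, 905 of 14630 merged regions (6.19%) were bound in every set.

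The low unique share of Antp, Ubx and Abd-A could reflect the size of the Antp and Ubx sets. With equal numbers of regions the mean was 4.79% in these 3 proteins and 19.0% in the other 5, a ratio of 3.96 against 13.3 with all regions. Drawing fewer regions lowers such a ratio by construction, so the fall does not measure the part of set size, while the ratio that is left argues against set size as the whole cause. Depth and enrichment were not tested here, and they and biological differences between the proteins stay open.

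Antp and Antp+Hth overlapped least among the same-protein pairs. Regions near the calling threshold could have produced this. Of the strict Antp regions, however, 91.3% were found again in the q 0.01 list with Hth, against at least 96.9% in the other proteins, and the upper interval of 93.0% did not reach that value. A weaker Antp+Hth library may contribute and was not tested. Its q 0.01 list had the fewest regions of the 16, but covered 2179 kb against 1942 kb for Antp. At q 1e-10 it held more regions than the Antp list, 1041 against 837.

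It was asked whether regions lost with Hth are those with fewer Hox sites. The share of windows with a HoxA or HoxB site was lower in lost than in common regions of Antp, by -10.1 points, and higher in Abd-B, by 7.75 points, and the mean of -1.21 points did not pass the test (exact sign-flip permutation p = 0.578, n = 8). The hypothesis is not decided by this.

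Gained regions of 7 proteins overlapped gained regions of another protein more often than random draws from their own list, as in Antp with 77.9% against 48.6%. The draws took in common regions, which other Hox proteins bound more often without Hth, as in Antp with 100% against 81.8% of gained ones. A region that a protein bound without Hth cannot be gained by it. The definition therefore favours a higher overlap of gained regions. Whether Hth makes the same regions bindable for several proteins is not decided by this, and the requirement set in advance, all 8 proteins, was not met. In Dfd the share was 25.0%, below the lowest of the random draws at 34.7%. The regions Dfd gained were thus mostly not those gained by others. The draws also took in the wider common regions of Dfd (median 924.5 against 470 bp in gained ones). Width was not matched, so the gap to the draws may partly reflect width.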
